A study of Mus musculus with 16 samples.

How the data were processed

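The assay was immunoprecipitation of DNA carrying 5-hydroxymethylcytosine (5hmC), the base that TET enzymes make by oxidising 5-methylcytosine, followed by sequencing. Per the labels, the DNA came from bone marrow cells carrying the surface receptor c-kit, which marks stem and progenitor cells. All mice were NHD13 animals, which express a NUP98-HOXD13 fusion transgene and are used as a model of myelodysplastic syndrome. Tet2 was either intact (control) or knocked out. Per the labels' protocols, the DNA was sonicated, ligated to short adapters, pooled, immunoprecipitated with an anti-5hmC antibody and amplified with index primers after the immunoprecipitation. Because ligated DNA was pooled before the antibody step, the libraries of 1 pool went through the same immunoprecipitation.

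The series held 16 samples. There were 12 immunoprecipitated libraries, 6 per genotype, each with a peak list, and 4 input libraries, which were not analysed here. Titles gave each immunoprecipitated library a pool (1, 2 or 3) and a library number (1, 3, 5 or 7). Each number had the same genotype in every pool. Numbers 1 and 7 were Tet2 knockout and numbers 3 and 5 were control. A number was therefore taken as 1 DNA library and its 3 pools as repeat immunoprecipitations. This reading rests on the titles alone, and the labels do not say how many mice were used.

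Each list was in the narrowPeak format without a header, 1 list per library. The labels and files do not state the aligner, the peak caller, its threshold, the genome build or whether the inputs served as the control. The deposited fold enrichment of a peak over its local background is a linear ratio and is the authors' own value for that peak. The −log10 of the p-value and of the q-value per peak were also deposited by the authors. The deposited score column equalled 10 times the −log10 p, cut to a whole number, in all 7582 peaks, so it held no further information. The last column, of another kind, gave the summit's offset in bp from the peak start, by its position in the deposited format. The name of every peak in all 12 lists contained the name of the protein Nanog, which no label mentions, so peak names were not used. Fold values and p-values served to describe, rank or filter peaks within a list.

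The build was worked out from the lists. All chromosome names were those of the mouse assembly GRCm38, and every peak ended within the GRCm38 length of its chromosome. On chromosome 19, of 61431566 bp, the last peak ended at 61331566. Genes, exons and transcription starts came from GENCODE release M21, and sequence from the GRCm38 reference. Coordinates are 1-based.

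Peaks were read with Python 3.11.15, and merged and compared with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Peaks of a list that touched were merged to regions. Regions of different lists were called shared at an overlap of at least 1 bp. A promoter region overlapped 1 kb on either side of an annotated transcription start, and a gene body region overlapped an annotated gene. Shares in promoters and gene bodies were set beside those of 100000 windows of 200 bp placed uniformly on the genome. A window of 200 bp around each summit was scored by the copy number of its 31-mers in the reference, counted on both strands with numba 0.67.0. A window was multi-copy when the median copy number was above 1. It was near a gap when it lay within 500 kb of an assembly gap of at least 50 kb, as at centromeres and chromosome ends. For each peak, 5 random windows on the same chromosome were scored the same way. The k-mer counts were checked by a direct search of the sequence of chromosome 19. The overlap routine, the peak simulation and the recovery of pileups described next were tested on simulated data. The true pileup was among the solutions for 100% of 200 simulated peaks at each of the backgrounds tried. At most 1% of fractional pileups were taken for whole ones.

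The lists give no read counts, so the depth of the libraries is not stated. Part of it was recovered from the peaks. Fold and p were solved together for a summit pileup k and a background λ, with fold equal to (k + 1)/(λ + 1) and p equal to the Poisson probability of more than k fragments at mean λ. This form is an assumption about the unnamed peak caller, and whole-number solutions were the check of it. They were found for at least 90% of the peaks in 7 lists, and a background was taken for those lists only, as the lowest λ among the peaks.

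Both genotypes were compared on 5 measures per list: the number of peaks, the length covered, the median fold enrichment, and the shares of regions in promoters and in gene bodies. Peak numbers and lengths were compared as log10(value + 1), averaged over the 3 pools of a library number, and reported as ratios of geometric means, knockout over control. The test was a two-sided exact permutation test of the 4 library numbers, 2 against 2. It has 6 arrangements, so the smallest p it can give is 0.33 and no comparison could pass 0.05. The 12 libraries were also treated as separate samples, with permutation within pools and without regard to pools. The pool was a shared batch per the labels, and its effect was visible: each of the 4 library numbers had its longest list in pool 1. Overlap between lists, recovery of regions between pools and regions specific to a genotype were described without a test, beside the same values for the other splits of the 4 numbers.

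Alternatives fixed before the data were examined were a −log10 q of at least 3, a fold enrichment of at least 5, numbered chromosomes and X only, leaving out each pool or each library number, a reciprocal overlap of at least 50%, equal numbers of top peaks per pool, arithmetic means, merged regions, and promoters of 5 kb on either side. A restriction to peaks in unique sequence away from gaps was added after the lists had been seen. The regions and genes named were also set by a rule fixed before the data were examined. It took the mouse genes Tet2, Vav1, Nup98 and Hoxd13 for the targeted gene and the transgene. It also took the 5 regions found in the most lists. Up to 5 regions specific to each genotype were taken, ranked by number of lists and then by fold. Members of a fixed list of 13 haematopoietic genes were named if they had a peak. Confidence intervals are at 95% and cover counting error only.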

Results

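5hmC was profiled in c-kit-positive bone marrow cells of NHD13 mice with intact Tet2 (control) and with Tet2 knocked out, to compare the genomic distribution of the mark with and without this enzyme. The lists comprised 4 library numbers, 2 per genotype, each immunoprecipitated in 3 pools. Together the 12 lists held 7582 peaks, as called by the authors in each library separately. The peaks were weak at the authors' threshold. Every listed peak had a p-value under 0.3, and the largest p-value in a list lay between 0.233 and 0.2998. Only 348 peaks (4.59%) had a q-value under 1, and 320 had a q-value under 0.05.

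The number of peaks differed widely between lists. In the Tet2 knockout, library number 1 had 130, 49 and 56 peaks in pools 1, 2 and 3, and number 7 had 3924, 270 and 256. In the control, number 3 had 47, 15 and 9 peaks, and number 5 had 2337, 243 and 246. The pool 1 lists of numbers 5 and 7 alone held 6261 peaks, or 82.6% of the total. The peaks with a q-value under 0.05 were distributed differently. Number 7 had 42, 48 and 47 of them in the 3 pools, and number 5 had 38, 47 and 50. Number 1 had 48 in pool 1 and 0 in pools 2 and 3, and number 3 had 0 in all 3 pools.

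**Figure D1:**
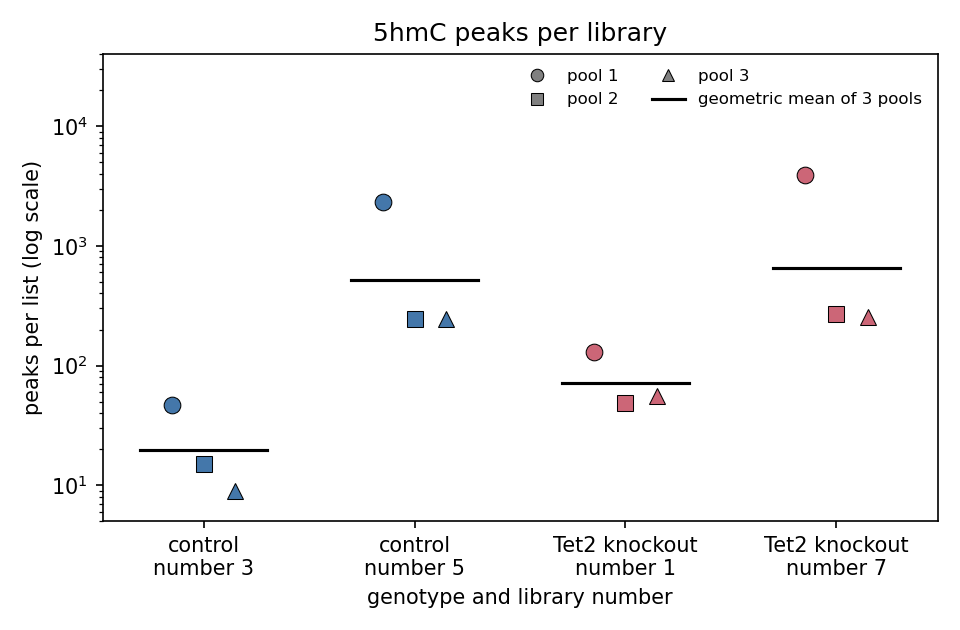
Number of 5hmC peaks in each of the 12 lists on a log axis, by genotype and library number, with symbols for the 3 pools and a line at the geometric mean of the 3 pools. The values run from 9 to 3924 peaks, pool 1 is highest for all 4 numbers, and numbers 5 (control) and 7 (Tet2 knockout) lie above numbers 3 (control) and 1 (Tet2 knockout) in every pool.

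The first comparison asked whether loss of Tet2 changed the number of 5hmC peaks. The geometric mean was 216.2 peaks in the knockout (SD 0.675 on the log10 scale, n = 2 library numbers) and 101 in the control (SD 1.005 on the log10 scale, n = 2), a ratio of 2.13. This difference was smaller than the spread between library numbers of 1 genotype (exact permutation test, two-sided, p = 0.667, where the smallest possible p was 0.33). The 2 knockout numbers averaged 72.0 and 649 peaks, and the 2 control numbers 19.7 and 520. The ratio was similar within pools, at 2.14 in pool 1, 1.86 in pool 2 and 2.44 in pool 3. Because each pool held the same 4 library numbers, these are not independent estimates. With the 12 libraries as separate samples, the exact permutation p was 0.435 within pools and 0.468 without regard to pools. Single library numbers decided the direction. The ratio was 6.41 without number 1 and 10.96 without number 5, but 0.415 without number 3 and 0.711 without number 7, that is, fewer peaks in the knockout.

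The length covered by peaks gave a ratio of 2.27, from a geometric mean of 72122 bp in the knockout (SD 0.672 on the log10 scale, n = 2) and 31721 bp in the control (SD 1.08 on the log10 scale, n = 2; exact permutation test, two-sided, p = 0.667). It ranged from 0.390 without number 3 to 13.2 without number 5. The largest change came from keeping only peaks in unique sequence away from gaps, which gave 47.2. Number 3 had 0 such peaks in all 3 pools, so this ratio rests on the added 1 bp.

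The median fold enrichment per list differed between genotypes by less than the spread between library numbers. It was 1.58 ± 0.253 in the knockout and 1.59 ± 0.390 in the control (SD, n = 2 library numbers each), a difference of −0.0147 (exact permutation test, two-sided, p = 1). Within a genotype, the 2 numbers were further apart than the genotypes were. Numbers 1 and 7 averaged 1.40 and 1.76, and numbers 3 and 5 averaged 1.32 and 1.87. These values describe lists of different lengths, since a median fold depends on how many weak peaks a list admits.

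The position of the regions relative to genes was compared next. The share of regions in promoters was 27.4% ± 2.09 in the knockout and 37.5% ± 13.2 in the control (SD, n = 2 each), a difference of −10.1 percentage points (exact permutation test, two-sided, p = 0.667). On the numbered chromosomes and X alone the difference was 5.77 points, in the opposite direction. Without number 3 it was −0.742 points and without number 5 it was −19.4, so number 3 made most of the difference. In gene bodies the shares were 71.6% ± 9.03 and 75.2% ± 12.5 (SD, n = 2 each), a difference of −3.68 points (exact permutation test, two-sided, p = 0.667). Without number 3 this difference was 5.14 points and without number 7 it was 2.71. Uniformly placed windows lay in promoters in 6.57% of cases and in gene bodies in 47.4%. The long pool 1 lists were close to these values. Promoter shares there were 9.24% for number 5 and 7.39% for number 7, and gene body shares were 50.4% and 48.0%. In the other 10 lists the promoter share ran from 20.4% to 55.6% and the gene body share from 72.0% to 88.9%.

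Most peaks outside the long lists lay in sequence that is repeated or borders gaps in the assembly. In the other 10 lists, with 1321 peaks in all, 75.0% of summit windows lay near a large gap and 55.9% were multi-copy. Together with mitochondrial sequence, these classes took in 91.1% of the peaks, against 22.1% of random windows on the same chromosomes. In the pool 1 list of number 5, 15.3% of windows were near a gap and 71.9% of peaks were in unique sequence away from gaps. The corresponding values for number 7 in pool 1 were 12.8% and 74.4%.

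**Figure D2:**
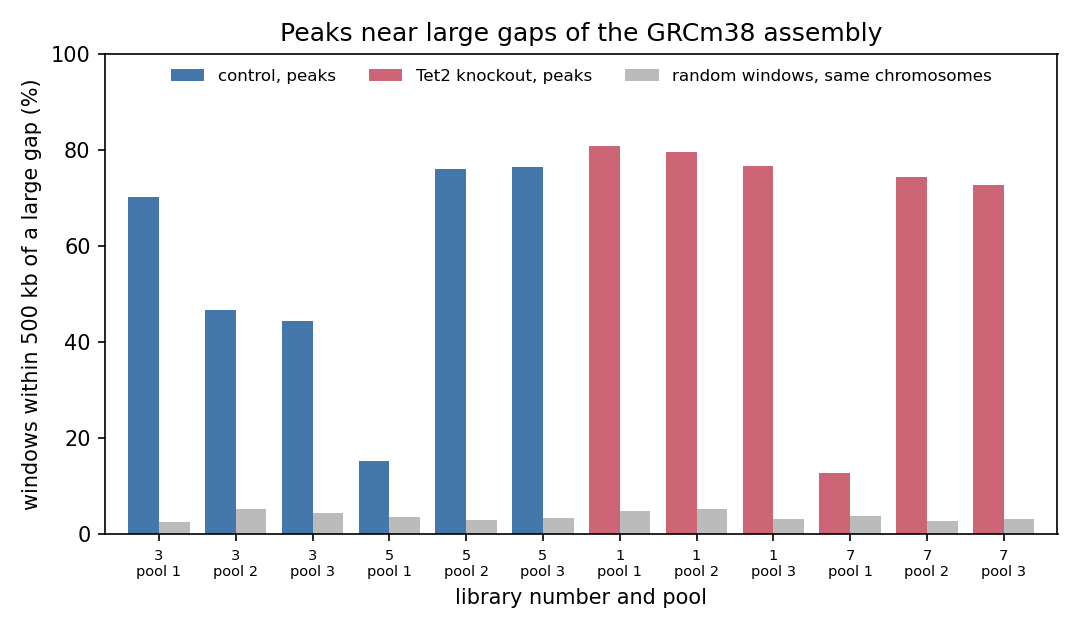
Percentage of summit windows within 500 kb of an assembly gap of at least 50 kb in each of the 12 lists (blue control, red Tet2 knockout), beside random windows on the same chromosomes (grey). The peaks of 10 lists reach 44.4% to 80.8%, the pool 1 lists of numbers 5 and 7 stand at 15.3% and 12.8%, and the random windows lie between 2.55% and 5.33%.

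The mouse genes chosen for the targeted gene and the transgene were examined in every list. For Vav1, Nup98 and Hoxd13 the positions are those of the mouse genes and not of the transgene. Tet2 (chromosome 3, 133463679 to 133545139, minus strand) carried 1 peak in 1 of the 12 lists, that of control number 5 in pool 1. It lay in an intron at 133535885 to 133536084, with a fold enrichment of 1.42 and a −log10 p of 0.991. Nup98 (chromosome 7, 102119398 to 102210176) carried 1 peak in the same list, in an intron at 102202652 to 102202851, also with a fold of 1.42. Vav1 (chromosome 17, 57279100 to 57328031) and Hoxd13 (chromosome 2, 74668310 to 74671599) had none. Since 11 of the lists had no peak at Tet2, whichever the genotype, the lists give no check of the knockout. Of the 13 haematopoietic genes in the fixed list, Meis1 had a peak in 1 list, again control number 5 in pool 1. That peak lay at 19006339 to 19006665 on chromosome 11, overlapped an exon, and had a fold of 1.89. The other 12 genes had no peak in either genotype.

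Overlap of the lists was used to ask whether libraries of the same genotype shared more regions than libraries of different genotypes. Within a pool, the shorter list of a same-genotype pair had on average 65.4% of its regions in the longer list, against 55.9% for pairs of different genotype. The difference of 9.50 percentage points was smaller than its spread over the pools (SD 16.8, n = 3 pools). Splitting the numbers into 1 and 5 against 3 and 7 gave a difference of 9.19 points, and splitting them into 1 and 3 against 5 and 7 gave −18.7. Every same-genotype pair set a short list of number 1 or 3 against a longer one of number 5 or 7. Pairs of different genotype also included 3 with 1 and 5 with 7. The different-genotype pairs of like make-up, 1 with 5 and 3 with 7, averaged 65.2%, close to the 65.4% of same-genotype pairs. The genotype difference thus came from which list lengths were paired. The sign of the genotype difference also changed with the filter, to −13.4 points for equal numbers of top peaks. In pools 2 and 3, control number 5 and knockout number 7 shared 63.8% and 53.7% of the regions of number 5, while in pool 1 they shared 6.29%.

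Repeat immunoprecipitations of the same library number recovered 41.3% of a list's regions on average, and lists of other numbers in the same pools recovered 35.5%. With the same number of top peaks taken from every list of a pool, which removes the effect of list length within a pool, the shares were 50.8% (SD 34.5 over lists) and 19.3% (SD 21.2). The lowest recoveries between pools of the same number were those of the long lists, at 5.71% for number 5 and 4.19% for number 7 in pool 1. In pools 2 and 3 these numbers recovered 53.5% to 61.3% of their regions. In 4 of the 6 whole lists of numbers 1 and 3, lists of other numbers recovered more than lists of the same number did. For number 1 these shares were 53.2% against 17.7% in pool 1 and 50.3% against 44.6% in pool 3. For number 3 they were 48.9% against 20.2% in pool 1 and 57.8% against 53.3% in pool 2. Such shares rise with the length of the list searched.

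All lists merged to 6230 regions, of which 5944 (95.4%) had a peak in a single list. There were 27 regions with a peak in all 4 library numbers and 0 with a peak in all 12 lists. There were 3 regions in 11 lists and 4 in 10 lists, so the 5 named here leave out some of those tied at 10. Of these 5, 2 were on the mitochondrial genome, at 30 to 6802 and 10587 to 16258, each in 11 lists. Their highest fold enrichments were 5.09 and 5.39. The other 3 lay at the start of the assembled sequence of chromosome 11, near the centromeric gap. The region at 3198763 to 3200000, in an intron of Drg1, was in 11 lists (6 knockout, 5 control) with a highest fold of 2.95. The regions at 3185866 to 3189070 (exons of Drg1 and Sfi1) and 3159400 to 3164084 (Sfi1) were in 10 lists each, with highest folds of 4.27 and 2.54. All 5 were found in both genotypes.

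Regions were then sought with a peak in both library numbers of 1 genotype and in neither number of the other. There were 11 for the knockout and 2 for the control. The split of the numbers into 1 and 3 against 5 and 7 gave 0 and 121 such regions, and the split into 1 and 5 against 3 and 7 gave 5 and 0. The genotype grouping thus gave more than the latter and fewer than the former. The knockout region found in the most lists was at 119597956 to 119598623 on chromosome 13, in an intron of Tmem267. It was in 5 of the 6 knockout lists and in 0 control lists, with a highest fold of 1.66. The next 4 were in 3 lists each. They lay at 170005532 to 170005813 on X (exon of Mid1, fold 3.41), 85250634 to 85251000 on chromosome 1 (introns of C130026I21Rik and 2 neighbouring genes, fold 2.55), 3143692 to 3144167 on chromosome 11 (exon of Sfi1, fold 2.07) and 85090535 to 85091011 on chromosome 1 (introns of A530032D15Rik and C130026I21Rik, fold 2.01). The 2 control regions were at 85164355 to 85164905 on chromosome 1 (exon of a gene among C130026I21Rik, Gm2619 and Gm6264, fold 2.37) and at 3050525 to 3050820 on chromosome 6 (intergenic, 468 bp from Gm23551, fold 1.87). All 7 named regions lay near an assembly gap. Of the 13 regions in all, 0 were in unique sequence away from gaps, where number 3 had no peaks, and their peaks with a q-value under 1 numbered 0. At a −log10 q of at least 3 the count was 0 for both genotypes.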

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

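Among the tests below, those of shared loci, of the smallest pileup at each background and of fragments kept once were chosen before their results were seen; the simulation of sparse libraries, the tests of depth and duplicates, those of the background and the count of number 7 were chosen or revised after the lists had been seen.

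In each genotype, 1 of the 6 lists stood apart from the others by the gap to its neighbour divided by the range. For the knockout this was number 7 in pool 1, with 3924 peaks, 867338 bp covered and only 48.0% of regions in gene bodies. For the control it was number 5 in pool 1, with 2337 peaks and 529850 bp. With 10 groups of values tested, chance alone would mark about 1 in 20. Both lists come from the same pool, and each genotype has one.

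A deeper immunoprecipitation in pool 1 is argued against by the recovered background, which for number 5 was 0.390 and for number 7 was 0.416 of the mean of pools 2 and 3. A set of 5hmC loci seen by both libraries, which differ in genotype, was looked for in their overlap. Of 1680 unique-sequence regions of number 5, number 7 met 8, or 0.476% (Wilson interval 0.241% to 0.937%). That is more than the mean of 0.781 at shifted positions, and no shift of 1000 reached 8, but it leaves nearly all regions unshared. The overlap that shared loci would give in such sparse libraries was not simulated. The low share therefore argues only against loci strong enough to be called in both lists. Weak or spread-out shared 5hmC is not excluded. If the caller reports the middle of the highest pileup, stacks of duplicate fragments would put the summit at the middle of a 200 bp peak. Of those in number 5, 1.85% had it there. The summit position that the caller reports is not known, so duplicates are not excluded.

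The lists resemble overlap of a few fragments in sparse libraries, and random placement can give them. Only random placement was simulated. In the simulation, 3 overlapping or joined fragments give a peak of 200 bp with a pileup of 2 or 3 wherever they lie. A match in these shares therefore does not tell chance overlap from sparse fragments at enriched sites. Of the peaks of number 5 and number 7 in pool 1, 92.1% and 93.0% had a summit pileup of 2 or 3 fragments, and 87.8% and 87.6% were exactly 200 bp wide. Fragments of 200 bp were placed at random on unique autosomal sequence, with their number fitted only to the count of peaks. For number 5 this gave 94.98% of peaks at 200 bp (94.2% to 96.3% over 20 simulated lists) where 94.3% were observed. It gave 44.0% and 55.0% with pileups of 2 and 3 where 41.5% and 56.4% were observed. For number 7 the simulated 200 bp share was 93.9% (93.2% to 94.6%) and the observed 93.0% lay just under it. The observed share of pileups of 4 or more in number 5 was 1.74%, above the simulated 1.02%, so a small part of the peaks may have another source. Pieces at most 100 bp apart were joined in this simulation, and the split between pileups depends on that distance. For number 5 it was 33.3% and 65.4% when 50 bp were joined, and 49.3% and 49.7% when 150 bp were.

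The summits went against this simulation. It put 5.75% of the summits of 200 bp peaks in the middle for number 5 and 5.22% for number 7, where 1.85% and 1.45% were observed. Removal of fragments at the same position before the peak calls could lower the share. With 1 fragment kept per start, the simulated share was 1.16% for number 5 (0.723% to 1.78% over 20 lists) and 1.20% for number 7 (0.848% to 1.44%), just under the observed values. With 1 kept per start and strand it was 3.59% (3.01% to 4.29%) and 3.39% (2.86% to 3.998%), above them. The observed shares lay outside the ranges of both rules, so this explanation stays open, as does the summit position that the caller reports.

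A candidate explanation for the contrast between pools is the step in the threshold. At the recovered backgrounds of 1.11 and 1.35 in pool 1, a pileup of 2 already has p under 0.3. At 2.91 and 3.28 in pool 2, and 2.79 and 3.21 in pool 3, the smallest such pileup is 4. With the fragments of pool 1 scaled up by the ratio of backgrounds, random placement gave 0.450 unique autosomal peaks for number 5 in pool 2, against 1652 in pool 1. The observed counts were 20 and 1662. The 20 observed exceed chance placement, and for number 7 they were 25 where 0.550 were simulated. Under this reading the shallowest of the lists of numbers 5 and 7 are the longest. A difference in genotype is not needed for it. Apart from 5hmC loci strong enough to be called in both lists, no biological explanation of the pool effect was tested.

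The higher count of the knockout list in pool 1 could follow from depth. The background of number 7 was 1.21 times that of number 5, and random placement at that ratio gave 2882 unique autosomal peaks where 2749 were observed, a ratio of 0.954. The observed count was just under the lowest of 100 simulated counts (2773 to 3036). After the counting error of the list of number 5, to which the simulation had been fitted, was added, the range was 2676 to 3115 and included it. Genotype and depth rest on 1 library each here, so an effect of genotype remains untested.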

How the results depend on the processing

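Alternatives restricted to unique sequence away from gaps were chosen after the lists had been seen; the others were fixed earlier. The direction changed in 15 of the 71 alternative values of the 6 ratios and differences, at least once for each of the 6. The 71 include the values for 12 separate libraries and for merged regions, which repeat the main value and could not change direction. Of these 15, 8 came from leaving out a library number. Without number 3 and without number 7 in turn, the peak count ratio was 0.415 and 0.711, the covered length ratio 0.390 and 0.761, and the gene body difference 5.14 and 2.71 points. With 2 library numbers per genotype the smallest exact p is above 0.05, so keeping the same side of the threshold says nothing about stability.

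With the IP pool as a replicate block, the peak count ratio stayed at 2.13 (exact permutation within pools, p = 0.435). It could not change, since every pool held the same library numbers. The block changed no call for the 5 tested measures. It treats repeat immunoprecipitations of a library number as separate samples, so the unchanged calls say nothing about stability.

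On numbered chromosomes and X only, the fold enrichment difference reversed to 0.00566 and the promoter share difference to 5.77 points. The promoter shift may follow in part from the mitochondrial peaks removed from the short lists of number 3, where they were 10 of 47, 6 of 15 and 5 of 9. The setting also removes Y peaks, which numbered 5, 1 and 1 in those lists. The share without mitochondrial peaks alone was not computed, so the cause is not resolved. The fold difference ranged from −0.290 to 0.261 when a library number or pool was left out, and its sign is not resolved.

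The overlap difference between same-genotype and different-genotype pairs was −8.57 points at −log10 q of at least 3, −13.4 for the same number of top peaks per pool, and 41.6 in unique sequence away from gaps. Number 3 has 0 peaks under the first and last of these settings, so the same-genotype value there is the pair of numbers 1 and 7 alone. It rests on 10, 5 and 4 peaks of number 1 in unique sequence, and on pool 1 only at −log10 q of at least 3. The difference also changed sign, within its spread, to −5.25 on numbered chromosomes and X and −3.90 at reciprocal overlap. The cause of these changes was not tested.

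The 11 knockout-specific regions became 0 at −log10 q of at least 3, 0 at fold of at least 5, 1 with equal numbers of top peaks and 0 in unique sequence. The 2 control-specific regions became 0, 0, and 0 under the same 2 filters and in unique sequence, and 1 at reciprocal overlap. With equal numbers of top peaks they were 2, more than the 1 of the knockout. Number 3 has 0 peaks under these 2 filters and in unique sequence, and number 1 has 0 at fold of at least 5, so those counts of 0 follow by construction. The knockout counts at −log10 q of at least 3 and in unique sequence do not, since number 1 keeps peaks there. Leaving out a library number or pool gave 9 to 3773 knockout regions and 0 to 2205 control regions. The largest counts came without number 1 and without number 3, when the long list of the partner alone defined the genotype.

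Recovery across pools rose from 41.3% to 80.6% at −log10 q of at least 3 and to 82.0% at fold of at least 5, while recovery by other numbers went from 35.5% to 44.0% and 26.1%. These averages rest on few numbers. Number 3 has 0 such peaks under either filter, and number 1 has 43 at −log10 q of at least 3 in pool 1 but 0 in pools 2 and 3, and 0 at fold of at least 5.

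Not run, because some library numbers had no peaks left, were 10 values: the fold, promoter and gene body differences at −log10 q of at least 3, at fold of at least 5 and in unique sequence, and the overlap difference at fold of at least 5. Depth is not stated for any library, and the peak numbers cannot be scaled for it.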

Other observations

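All tests in this part were chosen after the results they bear on had been seen.

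The recovered background and the sparseness of the pool 1 lists do not go together if the background is the mean coverage of the library. At a Poisson mean of 1.11, 30.6% of positions would have a pileup of at least 2, but the list of number 5 covered 0.0200% of the genome and that of number 7 0.0328%. The simulated lists needed a coverage of 0.0585 for number 5 and 0.0694 for number 7, so the background was 19.01 and 19.4 times the coverage. If the background was the number of sequenced bases divided by a genome size, the sizes implied were 139 Mb for number 5 and 136 Mb for number 7, against 2648 Mb of sequence in the reference. A candidate explanation is a genome size setting far under that of the mouse, which would raise the background in every library. In the 10 other lists, 91.1% of the peaks above it lay in repeats, near gaps or in mitochondrial sequence. In the pool 1 lists of numbers 5 and 7, 71.9% and 74.4% of peaks were in unique sequence away from gaps. Most of the places listed in these 2 lists were thus not repeats. Shares of peaks count places and not reads, so they do not show how much repeats add to the background. The coverage was fitted to unique autosomal peaks only, so reads in repeats could also raise the ratio of background to coverage. Another scaling of the background, for example through the inputs, stays open, since neither settings nor inputs were analysed here. Repeating the peak calls from the reads with a stated genome size would decide it.

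The 320 peaks with a q-value under 0.05 came from 7 of the 12 lists and lay in a few places. A single megabase at the start of chromosome 9, from 3 Mb, held 67.2% of them, with a median of 28 copies of their 31-mers in the reference. Repeated sequence, the neighbourhood of gaps and the mitochondrial genome took in 90.9%, against 14.6% of random windows on the same chromosomes. This is consistent with reads from satellite and other repeats that the reference holds in too few copies. Recurrence of these peaks between libraries would then be no evidence of 5hmC at the sites.

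The remaining 29 such peaks fell at 6 loci in sequence that is unique in the reference and away from gaps, and 5 of the loci had such a peak in both genotypes. The strongest was at 35305165 to 35305678 on chromosome 9, in an intron of Gm33838. It was present in 7 lists, with a fold enrichment of 14.5 and a −log10 q of 277 in number 7 of pool 1. The others found in both genotypes were at 98663765 to 98664078 on chromosome 2 (Gm10801, exon, fold 4.02), 24541920 to 24542257 on chromosome 9 (intergenic, 5.63), 143482906 to 143483208 on X (intergenic, 6.47) and 77438813 to 77439134 on chromosome 13 (intron of 2210408I21Rik, 3.58). The locus at 40308046 to 40308299 on chromosome 18, in an intron of Kctd16, had a fold of 1.73 in knockout number 1 of pool 1 and no such peak in another list. Annotated repeats covered a median of 100% of the summit windows at the strongest locus, 81% on chromosome 2, 66% on chromosome 13, 43% on X, 25% at the other locus on chromosome 9 and 0% on chromosome 18, against a mean of 34.2% in random windows. Extra copies missing from the reference could produce such peaks, and strong 5hmC in both genotypes could as well. The repeat content points to repeats at some of the loci and not at others, and without the inputs these cannot be told apart.

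In every pool, numbers 5 and 7 had longer lists than numbers 1 and 3, which cuts across genotype. The median summit pileup was 3 to 11 fragments in the 6 lists of numbers 5 and 7, and 21.2 to 40.0 in the 6 lists of numbers 1 and 3, taking the lowest possible value where pileups were not whole. Numbers 1 and 3 may have been sequenced more deeply, with fewer places above a higher background. Of their lists, the check of whole-number pileups was met only by that of number 1 in pool 1 (93.8% of peaks). The recovered background there was 10.9. In their other lists at most 8.16% of peaks had whole pileups, so those medians are not established fragment counts. This difference between library numbers is larger than that between genotypes, and its origin is not given by the labels.

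Chance sampling of regions near the peak threshold could give regions specific to a genotype. Number 1 shared 11 regions with number 7 alone, of the same genotype, and 5 with number 5 alone (exact binomial test, two-sided, p = 0.210). The test assumes equal chances for both, but number 7 had the longer list in all 3 pools, which favours it. It also counts regions as independent, although some of those named lie near each other on chromosome 1. These 16 regions are too few to decide. The region in Tmem267, in 5 of 6 knockout lists and 0 of 6 control lists, is the one found in the most lists. Of the 13 specific regions, 3 had a median 31-mer copy number of 1 at every summit, so nearness to a gap rather than repeated sequence sets them apart from unique sequence.

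The X chromosome differed between both long lists. Relative to autosomes, the density of unique-sequence peaks on X was 0.194 for control number 5 (17 peaks, exact Poisson interval 0.113 to 0.311) and 1.18 for knockout number 7 (171 peaks, 1.01 to 1.37). Peaks on Y numbered 31 for number 5 and 7 for number 7, although the list of number 7 was longer (Fisher's exact test of Y against autosomal peaks, p = 7.38e-08). Random placement at halved coverage gave a density of 0.136, within the interval of number 5. A candidate explanation is 1 X chromosome in the DNA of number 5 and 2 in that of number 7, that is, mice of different sex. Only 1 of the Y peaks of number 5 and 0 of number 7 lay in unique sequence away from gaps, so the Y counts rest mostly on repeats. In pools 2 and 3, number 5 had 6 and 5 peaks on X and number 7 had 7 and 8, without the contrast of pool 1. On Y, number 5 had 12 and 7 and number 7 had 2 and 4. These counts are small and come from lists made up mostly of repeats and sequence near gaps, so they cannot decide the question. If the explanation holds, sex would differ between these control and knockout libraries, and the labels do not give it.

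5hmC is often found in gene bodies, so the unique-sequence peaks of the long lists were checked for it. They lay in gene bodies in 49.6% of cases for number 5 (Wilson interval 47.2% to 52.0%) and 48.6% for number 7 (46.8% to 50.4%). The same peaks at shifted positions gave 47.9% and 47.2%, with values as high in 19 and 12 of 200 shifts. A small enrichment can neither be shown nor excluded.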
